A study of Homo sapiens with 6 samples. Its data were reported in "KLF4 recruits SWI/SNF to increase chromatin accessibility and reprogram the endothelial enhancer landscape under laminar shear stress" (2022).

How the data were processed

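RNA-seq of human PAEC transduced with adenovirus encoding caMEK5 or GFP was examined, with 3 libraries per group. Cells were used at passages 3 to 7. The authors prepared stranded total RNA libraries after removal of ribosomal RNA, aligned reads with STAR 2.5.4b to hg19 and estimated counts per gene with RSEM 1.3.1. Tool names and versions are from the submitters' processing notes. The deposited values are expected (estimated) counts per gene and library, not scaled between libraries, and 1.31% of them are not whole. They were rounded to whole numbers. The strand setting of the counting is not given in the sources used here, so counts of overlapping and antisense genes are uncertain, as are those of near-identical copies such as histone genes or HSPA1A and HSPA1B.

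Gene symbols were matched by Ensembl ID for 55538 of 57820 IDs, and older symbols through RefSeq synonyms. Positions are from GENCODE version 44 mapped to GRCh37, the assembly the reads were aligned to, and are 1-based. Unmatched IDs were tested without a name.

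Genes were kept by filterByExpr in edgeR 4.0.16 (R 4.3.3), which left 10467 genes with 99.4% of all counts. Libraries were scaled by TMM, and the groups were compared by the edgeR quasi-likelihood test, two-sided, with treatment as the only term. P-values were adjusted by Benjamini-Hochberg and genes called at an adjusted p under 0.1, as in the study's own threshold. The SE of a log2 fold change is its size divided by the square root of F. CPM use TMM-scaled totals, and log2 CPM a prior count of 2. Gene lists (matrix and signalling, cell division, SWI/SNF, interferon, NRF2 and histone) were tested by camera in limma 3.58.1 on voom values with a preset correlation of 0.01. Groups, tests, lists and the alternatives below were set before the data were examined.

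The genes named are KLF2, KLF4, MAP2K5 and MAPK7, 41 genes taken from the study text (with full statistics for the single locus list and the ends of the range), the 5 largest and 5 smallest log2 fold changes among called genes with a mean count of at least 50 and no overlap of CPM between groups (1087 genes met these conditions), and the largest and smallest member of each list. Other genes that are named were chosen after their values were seen. The 41 genes were fixed before any counts were seen. They leave out other genes that the study text names, such as some that its discussion links to pulmonary arterial hypertension, and no rule for leaving these out was written.

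Totals ranged from 1936108 to 4559772 counts, and the square root of the common dispersion was 0.245. The procedure was tested on simulated counts with 200 genes changed, in a fit of 10268 genes for caMEK5 against GFP. It recovered 30.9% of genes changed 2-fold and 96.9% of those changed 4-fold, and 11.4% of its calls were unchanged genes. In this simulation a 2-fold change was therefore often not detected. The adjusted p also depends on how many genes change, and the data gave 1684 calls. Recovery in the data may therefore differ from that in the simulation.

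Alternatives were other scalings (median-of-ratios, upper quartile, total counts), no filter or a mean count of at least 50, DESeq2 1.42.0, limma-voom, the replicate letter as a block, omission of mitochondrial and small RNA genes (18 of the tested), each library left out in turn, an adjusted p under 0.05, a change of at least 2-fold, camera with estimated correlation and fry. limma-voom with a weight per library was added after the data were seen.

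For the closing observations, heat shock and amino acid and ER stress lists were added after some of their members had been seen, and those members were left out of the tests. Random lists (10000, matched in 10 bins of expression) gave percentiles. GC content and length are of the longest transcript.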

Results

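Pulmonary artery endothelial cells (PAEC), primary cells from the lining of the artery that carries blood to the lung, were transduced with adenovirus encoding caMEK5 or, as control, GFP. caMEK5 is a constitutively active form of the kinase MEK5, which activates ERK5 and through it the transcription factors KLF2 and KLF4. Total RNA was sequenced 90 h after transduction in 3 libraries per group, named here by group and replicate letter. The total of estimated gene counts was 4154536 in GFP A, 3155665 in GFP B and 1936108 in GFP C. It was 3037010 in caMEK5 A, 4559772 in caMEK5 B and 2279700 in caMEK5 C. Of 57820 gene IDs, 10467 had enough counts to be tested. The series describes the replicates as experimental replicates, and its labels do not say whether each came from a separate culture or donor, so the p-values measure the spread between these libraries, which may be technical. No pair of replicates agreed within sampling noise, as the lowest chi-square per degree of freedom between libraries of a group was 5.18.

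The genes on the pathway from the transduced kinase to the KLF factors were examined first. MAP2K5, which encodes MEK5 (ENSG00000137764.15, chromosome 15, 67835041 to 68099455, plus strand), had 7.88 ± 0.828 CPM with caMEK5 and 6.61 ± 1.93 CPM with GFP (SD, n = 3 each). Its log2 fold change of 0.22 was smaller than its SE of 0.34 (edgeR adjusted p 0.715). Whether reads of the transgene could align to this gene is not given in the sources used here, so MAP2K5 does not check the group labels. MAPK7, which encodes ERK5 (ENSG00000166484.15, chromosome 17, 19281034 to 19286857, plus strand), was higher in all 3 caMEK5 libraries, with a log2 fold change of 1.44 ± 0.29 (SE; edgeR adjusted p 0.014). KLF2 (ENSG00000127528.5, chromosome 19, 16435637 to 16439496, plus strand) rose from 11.2 ± 7.85 to 154 ± 30.7 CPM (SD, n = 3 each), a log2 fold change of 3.84 ± 0.52 (SE; edgeR adjusted p 0.00141) or 14.3-fold. KLF2 had 9, 50 and 32 counts in GFP A, B and C, and 364, 669 and 416 counts in caMEK5 A, B and C.

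KLF4 (ENSG00000136826.10, chromosome 9, 110247133 to 110252763, minus strand) rose from 15.3 ± 12.9 to 69.0 ± 13.8 CPM (SD, n = 3 each). Its log2 fold change was 2.25 ± 0.68 (SE; edgeR adjusted p 0.0656), or 4.75-fold, and the lowest caMEK5 library lay above the highest GFP library. GFP A held 3 KLF4 counts, against 62 in GFP B and 52 in GFP C. This spread decided the call. The adjusted p was 1.34e-05 without GFP A, 0.134 without GFP B and 0.105 without GFP C. It was 0.165, 0.195 and 0.225 without caMEK5 A, B and C, and 0.248 in DESeq2. The log2 fold change over these settings ranged from 1.63 to 2.81. In limma-voom it was larger, 3.55, and was called (adjusted p 0.0451).

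**Figure D1:**
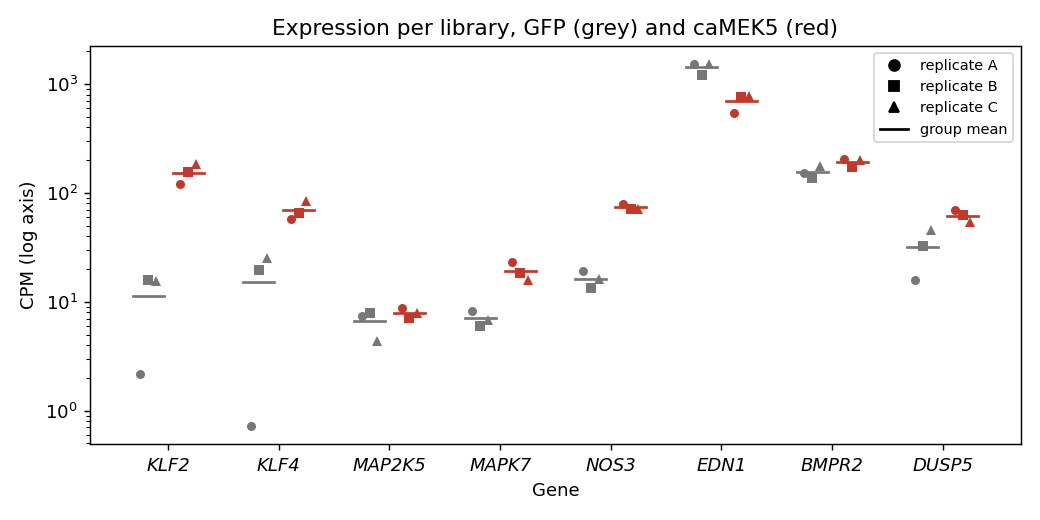
CPM on a log axis for 8 genes in each library, with GFP in grey, caMEK5 in red, a symbol per replicate letter and a line at each group mean. KLF2 and KLF4 were higher in every caMEK5 library than in any GFP library, and GFP A had the lowest value of both.

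Across all tested genes, 1684 differed between caMEK5 and GFP by edgeR's quasi-likelihood test at an adjusted p under 0.1. Of these, 842 were higher and 842 lower with caMEK5, with median log2 fold changes of 1.24 and -1.08. Scaled by total counts only, 741 were higher and 1011 lower. All 3 caMEK5 libraries lay above all 3 GFP libraries for 835 of the genes called higher, and below them for 692 of those called lower. Among all tested genes, 31.0% were separated in this way, where chance gives 10%. The number of calls rested strongly on single libraries. Without GFP A, 5103 genes were called, and 1677 of the 1684 genes were among them. GFP A itself lay in or past the caMEK5 range for 1108 of the 2567 genes then called higher and 1312 of the 2536 called lower. It lay between the groups for 983 and 868 of these genes. It lay in or past the range of GFP B and GFP C for 482 and 363. Without GFP B, 779 genes were called, and without GFP C, 663. Without caMEK5 A, B and C the counts were 573, 440 and 410.

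**Figure D2:**
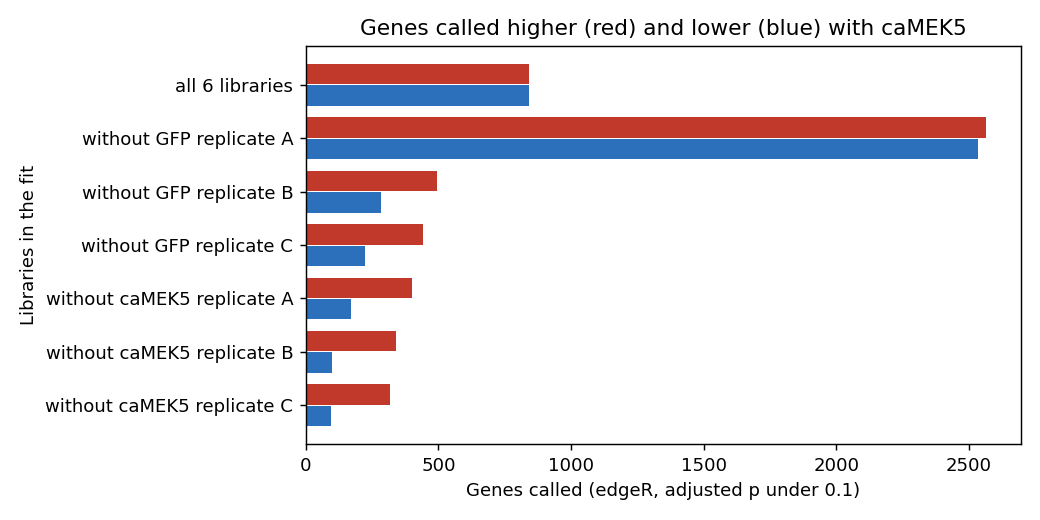
Number of genes called higher (red) and lower (blue) with caMEK5 at an edgeR adjusted p under 0.1, with all 6 libraries and with each library left out. Leaving out GFP A raised the total to 5103, and leaving out any other library lowered it to between 410 and 779.

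The 3 GFP libraries were unequally far from the caMEK5 libraries. For the genes called higher, the median log2 difference between the caMEK5 mean and the library was 0.97 for GFP A, 1.34 for GFP B and 1.38 for GFP C. For the genes called lower it was -0.49, -1.23 and -1.24. GFP A lay inside or past the range of the caMEK5 libraries for 147 of the 842 genes called lower, and for 6 of the 842 genes called higher.

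The largest increases, among called genes with a mean count of at least 50 and no overlap between groups, were in CMKLR1, PI16, CKB, AQP3 and COL3A1, with log2 fold changes from 6.40 to 5.76. AQP3, a channel for water and glycerol (ENSG00000165272.10, chromosome 9, 33441154 to 33447594, minus strand), was the most abundant of them, at 2911 ± 363 CPM with caMEK5 and 51.0 ± 10.3 CPM with GFP (SD, n = 3 each; edgeR adjusted p 2.23e-06). The other 4 genes had between 5 and 9 counts in all GFP libraries together, so their folds are imprecise. For CMKLR1, with 797 counts against 9, the ratio was 86.8 with a 95% exact counting interval from 45.5 to 191, which covers counting error only. The largest decreases were in ESM1, SLC7A11, ANGPT2, VGLL3 and TGFB2, with log2 fold changes from -4.47 to -3.24. ANGPT2, a secreted ligand of the receptor TIE2 (ENSG00000091879.9, chromosome 8, 6357153 to 6420930, minus strand), fell from 194 ± 54.0 to 11.6 ± 2.15 CPM (edgeR adjusted p 1.99e-05). All 5 decreases were smallest against GFP A. The log2 difference between the caMEK5 mean and GFP A, B and C was -0.57, -4.85 and -5.08 for ESM1, -0.58, -4.50 and -4.74 for SLC7A11, -1.29, -4.41 and -4.12 for VGLL3, -1.88, -3.77 and -3.21 for TGFB2, and -3.46, -4.27 and -4.16 for ANGPT2. None of these 10 genes lost its call when any library was left out.

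Of 8 genes taken from the study text, called the single locus list here, all were tested and 4 were called, and 5 were called when p was adjusted over the study-named genes, the list alone. NOS3, the endothelial nitric oxide synthase (ENSG00000164867.6, chromosome 7, 150688105 to 150711676, plus strand), rose from 16.3 ± 2.96 to 74.1 ± 4.14 CPM, a log2 fold change of 2.18 ± 0.22 (SE; edgeR adjusted p 0.000225). EDN1, the precursor of endothelin-1 (ENSG00000078401.6, chromosome 6, 12290594 to 12297427, plus strand), fell by 1.03 on the log2 scale, with an SE of 0.22 (edgeR adjusted p 0.0191), and was lower in every caMEK5 library than in any GFP library. Its adjusted p was 0.120 without caMEK5 A. DUSP5 had a log2 fold change of 1.002 ± 0.33 (SE; edgeR adjusted p 0.0841). Its adjusted p was 0.182 without GFP B, 0.239, 0.237 and 0.196 without caMEK5 A, B and C, and 0.114 when libraries were scaled by total counts only. HES2 had a log2 fold change of 1.24 ± 0.41 (SE; edgeR adjusted p 0.0867). Its adjusted p was 0.242 without GFP C, 0.260, 0.230 and 0.198 without caMEK5 A, B and C, and 0.144 in DESeq2. SMAD5 was not called, at a log2 fold change of 0.47 ± 0.20 (edgeR adjusted p 0.164), but was at 0.00859 without GFP A. BMPR2 (0.32 ± 0.19), AGAP3 (0.10 ± 0.27) and JCAD (-0.02 ± 0.25), had log2 fold changes that did not pass the edgeR threshold, with adjusted p of 0.298, 0.842 and 0.971.

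Of 41 genes in the single locus, matrix and signalling, and cell division lists, called study-named here, 37 were tested and 3 had too few counts. The remaining gene, MMP28, was matched by name to no ID of the count table. It may be among the IDs tested without a name, so the tallies below leave it out. The 41 are not all the genes that the study text names. By edgeR, 19 were called over all genes, of which 18 were higher and 1 lower, and 26 were called when adjusted over the list alone. The matrix and signalling and cell division lists were chosen by the study on other samples, under shear stress. The count of 19 fell to 12 without caMEK5 A and to 12 without caMEK5 C.

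Gene lists were compared with all other tested genes by limma's camera with a preset correlation, adjusted over 6 lists. The matrix and signalling list had a median log2 fold change of 1.45 over 22 tested genes, 15 of them called higher (camera adjusted p 2.82e-10). Its members ranged from IGFBP5 at 6.34 to GBE1 at -0.86. IGFBP5 had 1 count in all GFP libraries together and 107 in the caMEK5 libraries, a ratio of 105 with a 95% exact counting interval from 18.4 to 4183. GBE1 was not called (edgeR adjusted p 0.117) but was in DESeq2, at 0.0723, and without GFP A, at 6.0e-05. The NRF2 list, targets of a regulator of antioxidant genes, had a median of -0.72 over 16 genes, 7 of them called lower (camera adjusted p 0.0235), with NQO1 at 0.66 ± 0.31 (SE; edgeR adjusted p 0.197), which was 0.37 without GFP A, and SLC7A11 at -4.09 as its ends. Without GFP B the median was -0.51 and the adjusted p 0.382. With an estimated correlation neither list passed, at adjusted p of 0.112 and 0.857. In fry, which tests whether a list moves one way on balance, the matrix and signalling list passed at 0.00384 and the NRF2 list did not, at 0.790.

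The other 4 lists were not called by camera. The cell division list had a median of 0.06 over 7 genes and a mean of -0.03, from MCM5 at 0.73 to CENPN at -1.09 (camera adjusted p 0.839). Neither gene was called over all genes, and both were without GFP A, at edgeR adjusted p of 0.0181 and 0.00702. The SWI/SNF list, subunits of a chromatin remodelling complex, had a median of 0.003 over 15 genes and a mean of -0.01 (camera adjusted p 0.839). Its ends were ACTL6A at 0.53 ± 0.40 (SE; edgeR adjusted p 0.413), which was 0.17 without GFP B and 0.94, and called at 0.0563, without GFP A, and SMARCC1 at -0.85 (edgeR adjusted p 0.0314), which was at 0.115 without GFP C, 0.181 without caMEK5 B and 0.179 without caMEK5 C. The interferon list had a median of -0.32 over 24 genes (camera adjusted p 0.225), and passed without GFP A, at a median of -0.58 and 0.00874. It ranged from IFI27 at 1.04 to CXCL11 at -1.41, and CXCL11, at an edgeR adjusted p of 0.0254, was at 0.104 without caMEK5 A. The histone list had a median of -0.35 over 6 genes (camera adjusted p 0.804). Of its 71 genes, 36 were matched by name to no ID of the count table and were not assessed under their names. Another 29 had too few counts, so the 6 do not stand for the family. The list passed without GFP A, at -0.76 and 0.0389. Its ends were H1-2 at 0.65 ± 0.66 (SE; edgeR adjusted p 0.548) and H2BC21 at -1.86. H1-2 had 17, 1 and 8 counts in GFP A, B and C, and was 1.26 without GFP A, 0.11 without GFP B and 0.32 without caMEK5 C, called in none of them. H2BC21 was at an edgeR adjusted p of 0.0876, and at 0.30 and 0.244 without GFP B and C and 0.178, 0.250 and 0.274 without caMEK5 A, B and C. It was also at 0.30 in limma-voom. Histone genes are a family of near-identical copies, so counts of single members are uncertain.

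**Figure D3:**
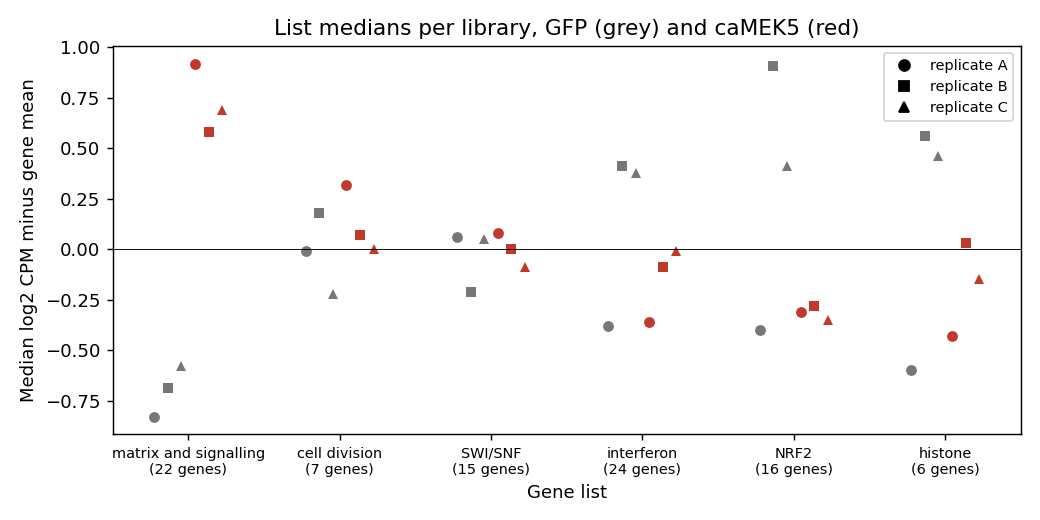
Median over the tested genes of each list of log2 CPM minus the gene's mean over the 6 libraries, with GFP in grey, caMEK5 in red and a symbol per replicate letter. For the NRF2 list, GFP A at -0.40 lay with the caMEK5 libraries, at -0.28 to -0.35, while GFP B and GFP C lay at 0.91 and 0.41.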

Values the study reported

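By RT-qPCR, the study reported that caMEK5 raised KLF2 14-fold and KLF4 22-fold over control.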

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

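The limma-voom fit with a weight per library was chosen after the data were seen. Changing the scaling, leaving out mitochondrial and small RNA genes, requiring a mean count of at least 50, or using DESeq2 or the replicate block kept the number of differing genes between 1258 and 1838, against 1684. Scaling by total counts moved the split between directions to 741 higher and 1011 lower, from 842 each. limma-voom called 1295 genes, of which 802 were higher and 493 lower. With library weights it called 4074 (2015 higher, 2059 lower), and GFP A had the lowest weight, 0.22. At an adjusted p under 0.05 the counts were 920, 543 and 377. With a change of at least 2-fold they were 1064 in all and 488 lower.

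Without the filter, 2486 genes were called, 1306 of them lower. That fit tests more genes, 18182, and its prior degrees of freedom became infinite, against 6.80 with the filter. Each gene was then tested at the spread of the trend and not at that of its own replicates. For KLF4 the spread used was 0.78 where its own was 10.75, so the small p-values of that fit are not evidence of a clearer difference. GBE1, MCM5 and NQO1 were called only in some fits of all 6 libraries, at 0.0087, 0.0993 and 0.0492 in this one and at 0.00195, 0.0232 and 0.0920 with library weights, and GBE1 also in DESeq2 (0.0723). SMAD5 and CENPN were called with library weights, at 0.0244 and 0.0318.

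Leaving out any 1 library moved the numbers of differing, higher and lower genes by more than 1.5 times. Differing genes ranged from 410 to 5103, higher genes from 316 to 2567 and lower genes from 94 to 2536. Without GFP A, B and C the totals were 5103, 779 and 663, and without caMEK5 A, B and C they were 573, 440 and 410. Without GFP A the square root of the dispersion fell from 0.245 to 0.154, with finite prior degrees of freedom of 17.03. The other settings have fewer samples at about the same spread, 0.232 to 0.285. The study-named genes called ranged from 12 to 25, with 12 without caMEK5 A and 12 without caMEK5 C.

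KLF2 and MAPK7 kept their call under all alternatives run on them, and MAP2K5 was called under none. MAP2K5 and MAPK7 have no value at a mean count of at least 50, as they fall below it. KLF4 had 2.18 in DESeq2 (adjusted p 0.248), 3.55 in limma-voom (0.0451), 2.59 with the replicate block (0.0276), and 1.63 to 2.81 with each library left out, losing its call in all but the setting without GFP A (adjusted p over alternatives 2.06e-13, in the unfiltered fit, to 0.248).

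The matrix and signalling list (1.45) and the NRF2 list (-0.72) were not called with an estimated correlation, nor the NRF2 list by fry (-0.72). The NRF2 median ranged from -1.03 to -0.51 over libraries left out, and was not called without GFP B. The interferon list was called at -0.46 with library weights and ranged from -0.58 to -0.22 over libraries left out. The histone list ranged from -1.002 to -0.092 over libraries left out. Both were called without GFP A. The uncalled medians near 0 changed sign. The cell division median was -0.03 with library weights and ranged from -0.15 to 0.24 over libraries left out. The SWI/SNF median was -0.005 with median-of-ratios factors, -0.068 with total counts, -0.095 without the filter, -0.044 at a mean count of at least 50 and -0.001 in DESeq2, and ranged from -0.108 to 0.062 over libraries left out. JCAD, uncalled throughout, was 0.011 in limma-voom, 0.201 with weights and 0.025 with the replicate block, and ranged from -0.181 to 0.295 over libraries left out. AGAP3, also uncalled, ranged from -0.086 to 0.284 over libraries left out. The cause of these changes was not tested.

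With the replicate block 1838 genes were called, 986 higher and 852 lower. H2BC21 was then at an adjusted p of 0.120, and CENPN at 0.0868 and NQO1 at 0.0580, on the other side of the threshold from the fit without the block. Deviations of libraries with the same letter correlated across genes at 0.054, 0.148 and 0.144 for A, B and C. Each library correlated best with its own letter, which is a hint from the data only, as the correlation for A was not over 0.1 and no label ties the letters to a shared culture or day. In counts simulated at these depths and this spread, with 200 genes changed, 30.9% of 2-fold changes were recovered. Neither depth nor the number of changed genes was varied. Their parts in this were not separated from that of the spread.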

Other observations

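The tests of a batch shared by libraries lettered A and of the 4 gene lists below, the tests that hold a library out, and the count of splits, were chosen or given their present form after results had been seen. The list tests had first averaged GFP B and GFP C. That form was replaced, after its results were known, by each library's own difference from GFP A, because averaging libraries picked for their values would make a group the design does not have. The NRF2 list passed its bound in the first form and does not in the present form.

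GFP A lay apart from the other GFP libraries. Log2 CPM across genes correlated at 0.915 between GFP A and GFP B and at 0.918 between GFP A and GFP C, against 0.966 between GFP B and GFP C. GFP A correlated more closely with the caMEK5 libraries, at 0.927 to 0.940. Among 6637 genes with a mean count of at least 50, GFP A lay at least 2-fold beyond both other GFP libraries in 636, against 66 for GFP B and 37 for GFP C. On 383 of the 636 genes the caMEK5 mean was at least 2-fold from both GFP B and GFP C on the side of GFP A. Here GFP A and the caMEK5 mean were both compared with the same libraries, GFP B and GFP C. Spread in these alone also moves both to the same side. With no value for unchanged genes to set beside it, the number 383 alone does not place GFP A with the caMEK5 libraries.

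Depth, a few abundant genes, and GC or length bias are argued against as the whole cause. The number for GFP A was 631 after all libraries were thinned to the lowest total, where the next highest GFP library had 70. It was 626 without the 100 most abundant genes (next 65), and 612 after a trend on GC content and transcript length was removed (next 61). Mixing with a caMEK5 library is also argued against. The 9 genes at least 16-fold higher in every caMEK5 library than in GFP B and GFP C gave a median caMEK5 share of GFP A of 0.008, the larger of the values against both references. A swap of GFP A with a caMEK5 library would need high KLF2 and AQP3 in GFP A, and KLF2 had 9 counts there.

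A batch shared by the libraries lettered A is argued against as the whole cause. It would move caMEK5 A as well, and caMEK5 A lay at least 2-fold beyond both other caMEK5 libraries on the side of GFP A in 5 of the 636 genes, or 0.786%. It lay that far from both, on either side, in only 13 genes in all, which capped this share. For caMEK5 B and caMEK5 C the number on the side of GFP A was 0 and 1. A smaller shared part is therefore not excluded. The share replaced a first measure, the correlation of the deviations of caMEK5 A and GFP A over the 636 genes. At 0.148 that correlation lay between its bounds. A different donor, culture, passage or viral load for GFP A is not given in the labels and was not tested.

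A candidate explanation is a stress state in GFP B and GFP C that GFP A lacked. Over 13 tested heat shock genes not seen before, the median log2 difference from GFP A was 1.14 in GFP B and 1.31 in GFP C, with all 13 higher in both. Over 9 amino acid and ER stress genes it was 1.56 and 1.14, with 6 higher in both. The smaller values, 1.14 and 1.14, passed the bound of 1 set for these lists. For the NRF2 list the medians were 1.32 and 0.84 over 14 genes, and for the interferon list 0.75 and 0.74 over 24 genes, so the smaller values of 0.84 and 0.74 decide neither way. All 4 lists lay at or above the 99.97 percentile of random lists of like expression in both libraries. The random lists were matched on expression only, while genes of a stress list may move together. Both differences also share GFP A, so the percentiles are not 2 separate tests and decide nothing about the cause. In caMEK5 A, B and C the heat shock medians relative to GFP A were 0.18, -0.08 and -0.14. RNA and library quality were not tested as a cause. Mitochondrial genes took 3.76% of counts in GFP B and 3.093% in GFP C, against 1.985% in GFP A. They took 2.087%, 2.942% and 2.653% in caMEK5 A, B and C. The study lists more uniquely mapped reads for GFP B than for GFP A, yet GFP B had fewer gene counts. GFP C had more such reads but fewer gene counts than caMEK5 A and caMEK5 C. The stress difference may be a response to transduction, which caMEK5 may have prevented, or a difference in handling of GFP A. It may also come with RNA or library quality. Which of these holds cannot be told from 3 libraries per group.

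Calls made with GFP A among the controls cannot show whether a difference rests on GFP B and GFP C alone, since a gene with GFP A near the caMEK5 libraries has a wide spread and is seldom called. The shares of such calls with GFP A in or past the caMEK5 range, 17.5% of those lower and 0.713% of those higher, therefore decide nothing. Genes called without GFP A were examined in their place. GFP A, held out, lay in or past the caMEK5 range for 51.7% of the 2536 genes called lower. This passed the bound of 50% set for a difference carried by GFP B and GFP C. For the 2567 genes called higher the share was 43.2%, which lay between the bounds. GFP A lay between the groups for 868 lower and 983 higher genes. It lay in or past the range of GFP B and GFP C for 363 lower (14.3%) and 482 higher genes (18.8%). With GFP B held out the shares in or past the caMEK5 range were 3.17% of 284 lower and 1.62% of 495 higher genes. With GFP C held out they were 2.70% of 222 and 0.907% of 441. Those smaller sets were called with GFP A in the fit and are not like for like. For the genes with GFP A in or past the caMEK5 range, the calls without GFP A may therefore be a difference of GFP B and GFP C from the other 4 libraries. The genes with GFP A between the groups, or with GFP B and GFP C, do not go with this.

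Of the 10 splits of the 6 libraries into 3 and 3, 1 gave as many genes as the real one, which is that split itself, with 1684 genes. The highest of the others gave 0 by edgeR, and 0 by limma-voom, where the real split gave 1295. At an unadjusted p under 0.05, edgeR gave 2796 genes for the real split and at most 1078 for the others. That highest number came from a split that set GFP A beside caMEK5 A and caMEK5 B, and the splits that set GFP A beside another pair of caMEK5 libraries gave 1067 and 1043. With 10 splits the share cannot fall under 0.1.

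The KLF4 fold here was 4.75. That is lower than the value quoted from the study above, which was measured by another method. Its log2 fold change of 2.25 ranged from 1.63 without GFP A to 3.55 in limma-voom.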
